A study of Mus musculus with 1 sample. Its data were reported in "BRD9 determines the cell fate of hematopoietic stem cells by regulating chromatin state" (2023).

How the data were processed

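The measurement was single-cell RNA-seq of 1 library, replicate 1 of the group of control lineage-negative, Kit-positive bone marrow cells from mice of the C57BL/6 strain. Per the labels and the study's methods, the mice carry floxed Brd9 without the Cre deletion and had received polyinosinic-polycytidylic acid, which induces interferon. The labels of this sample speak of a transplant donor and recipient, while the series text and the methods speak of primary mice, so which applies was not settled. The labels also describe an RNA extraction and library kit for bulk RNA, while the matrix header and the methods describe a 10x Chromium single-cell library, and the values have the form of the latter.

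The authors made the deposited UMI counts with Cell Ranger 6.0.2 and the mm10 transcriptome, and deposited the barcodes that Cell Ranger called as cells. The counts are whole numbers per gene and barcode, not normalized, and were deposited before the authors' own filter on cells. A further library of deleted cells is not analysed here.

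The study's cell filter was applied to the counts: over 1000 and under 50000 UMIs, over 1000 and under 6500 genes, and a mitochondrial share under 7%. It kept 7645 of 8817 barcodes. Depth ranged from 1592 to 49991 UMIs per cell kept. Doublets were called with Scrublet in scanpy 1.11.5, at an expected rate of 6%, which marked 268 cells (3.51%). These calls were kept, since the study's methods name no doublet removal, and removed in an alternative.

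Clustering followed the study's methods in Seurat 5.3.0 with sctransform 0.4.2 in R 4.3.3: SCTransform with 3000 variable genes and the mitochondrial share regressed out, cell cycle scoring, a further SCTransform that also regressed out the S minus G2/M score, principal components and graph clusters. The methods give no number of components, resolution or seed for the clusters, so 50 components, Seurat's default Louvain resolution of 0.8 and random seed 1 were chosen here. The clustering differed from the study's in the Seurat version, in using no integration because 1 library was used, in a Poisson fit and exact nearest neighbours, and in rounding component scores to 4 decimals. The 35 genes fixed for the comparisons were left out of the components. This does not remove all circularity, because genes that vary with them stayed in.

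Clusters were named from 14 marker lists fixed before the data were examined, and are called like a cell type. The rule that turned lists into names was set after the clusters had been seen, as was the joining of lists of 1 lineage into 12 classes. A cluster took the class with the highest mean log2 ratio of CPM in the cluster to CPM in the remaining cells, with 10 CPM added to both. This mean had to be at least 0.5, at least 3 markers had to reach 10 CPM and 1.5-fold, more of the class's own markers than of any other class had to be among the 10 genes with the highest fold (1 CPM added, 50 CPM or more), and at most 20% of the cells could be doublet calls. The last limit kept 161 cells (2.11%) out of the erythroid-like class. All rules together left 1404 cells (18.4%) unnamed. Clusters are described by their leading genes under the same fold rule.

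Gene levels are summed UMIs of a class divided by all its UMIs, as counts per 1000000 UMIs (CPM), with exact Poisson intervals. A fold is a ratio of 2 such levels with the exact conditional binomial interval. Shares have exact Clopper-Pearson intervals. For a count of 0, the level that 3 UMIs would give is stated. All intervals are at 95%, computed with scipy 1.17.1. They cover counting error only, and not the differences between mice, sorts or libraries, which 1 library cannot give. Intervals on levels and folds also treat UMIs as independent, so they leave out differences between the cells of a class and can be too narrow. Where shares of cells with a UMI, genes per cell or cycle phases were compared, each cell was thinned at random without replacement to 5000 UMIs, and 99 shallower cells were left out. Phases came from Seurat's scoring with 43 S genes and 54 G2/M genes. Ctcf is among the latter, and was left out in an alternative.

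The genes named in the results were fixed before the data were examined: Brd9 and its partners in SWI/SNF complexes, CTCF and cohesin genes, lineage transcription factors, Il7r, Dntt, Kit and lineage genes of the sort. The result of 1 of these lineage genes is not reported here. Gene coordinates are from GENCODE M21 on GRCm38, and all 35 gene identifiers of the deposited counts were found there. The gene models behind the counts may be of another release. The ratio and naming steps were tested on simulated data. For HSC-like against neutrophil lineage-like sums over 9191 genes, 200 genes were changed by known folds. All of them (100.0%) had an interval on the right side of 1, and 95.6% of all intervals held the simulated fold. The sums were drawn from the Poisson model that the intervals assume, so this coverage was set in advance and checks the computation only. It says nothing on differences between cells or on genes with few UMIs. With sums redrawn over 32285 genes, 17 of 18 clusters kept their name, and the cluster led by Trbc1 and Trbc2 went from unnamed to a T or NK cell-like name.

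The alternatives were other resolutions, 30 components, log-normalised counts, no regression of the cycle score, all barcodes, a stricter filter, doublet calls removed, reported genes kept in the components, random seed 2, a mean over cells of CPM, totals without mitochondrial, ribosomal protein and haemoglobin UMIs, thinning to 3000 UMIs or none, and Ctcf left out of the cycle genes. They were all listed before the data were examined.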

Results

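The data are 1 single-cell RNA-seq library of bone marrow cells from control mice that carry floxed Brd9 alleles without the Cre deletion. The cells had been sorted as lineage-negative and Kit-positive, a fraction that holds blood stem cells and the progenitors of the blood lineages. Transcripts were counted as unique molecular identifiers (UMIs), so that copies of 1 captured molecule count once. The Brd9-deleted cells of the study are not analysed here, so every comparison below is between cell classes within this library. With 1 library there are no replicates and no test was run. Intervals are exact 95% intervals, Poisson for summed UMIs and Clopper-Pearson for shares of cells, and they cover counting error only. Those on summed UMIs leave out differences between the cells of a class and can be too narrow.

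The deposited matrix held 8817 cell barcodes, 32285 genes and 167452386 UMIs. The median barcode had 17508 UMIs and 4043 genes. The study's cell filter kept 7645 barcodes (86.7%, interval 86.0 to 87.4), which had a median of 18696 UMIs and 4171 genes and together held 151852381 UMIs. The limit on the mitochondrial share failed 909 barcodes, the lower limit on genes 574, the lower limit on UMIs 201, the upper limit on UMIs 177 and the upper limit on genes 136, and a barcode could fail several. A stricter filter, at least 5000 UMIs and a mitochondrial share under 5%, kept 6806.

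Whether the sort was visible in the RNA was asked first. Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722, plus strand) had a UMI in 65.8% of the cells kept (interval 64.7 to 66.9), and in 35.2% of the 7546 cells that could be thinned to 5000 UMIs. Over all deposited barcodes the share was 61.5%. In the B lineage-like class, which should lack the gene, 23.8% of 21 cells had a Kit UMI before thinning and 4.76% after it (interval 0.12 to 23.8), at a median depth of 17441 UMIs against 18696 in all cells kept. Gene levels are given as counts per 1000000 UMIs of a class (CPM). Kit stood at 276.5 CPM (interval 266 to 288) in HSC-like cells and at 44.5 CPM (interval 42.1 to 47.1) in monocyte-like cells. The lineage genes Cd3e and Ly6g had 5 and 7 UMIs over all cells kept, in 2 and 7 cells. Itgam, which also belongs to the lineage panel, had 966 UMIs and was seen in 10.6% of the cells.

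Next, the makeup of the fraction was measured. Clustering gave 18 clusters, of which 13 took the name of 11 classes from marker genes and 5 stayed unnamed. Monocyte-like cells made up 16.9% of the 7645 cells (interval 16.1 to 17.8), erythroid-like cells 14.9% (interval 14.1 to 15.7), HSC-like cells 11.5% (interval 10.8 to 12.2), neutrophil lineage-like cells 11.2% (interval 10.5 to 11.9) and multipotent progenitor-like cells 9.81% (interval 9.15 to 10.5). Megakaryocyte-like cells came to 6.84%, basophil or mast cell-like cells to 5.47% and dendritic cell-like cells to 3.37%. The smallest classes were the lymphoid-primed-like class with 64 cells (0.837%, interval 0.645 to 1.07), the eosinophil-like class with 46 cells and the B lineage-like class with 21 cells. The unnamed clusters held 1404 cells (18.4%, interval 17.5 to 19.3). Of these, 439 cells were led by St8sia6 and Apoe, 395 by Hist1h2bm and Slpi, 368 by Gm34680 and Cd7, 161 by Ighg2b and Rpgrip1, and 41 by Trbc1 and Trbc2. These leading genes describe clusters and are not results. The order of the largest classes rests on the clustering: monocyte-like cells were the most numerous named class in 6 of the 10 other clusterings and neutrophil lineage-like cells in 4, for example at 23.7% against 10.2% monocyte-like cells with log-normalised counts. The share of the lymphoid-primed-like class moved most with the processing: it was 15.6% at Louvain resolution 0.4, and 4 of the 10 other clusterings gave no cluster of that name.

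**Figure D1:**
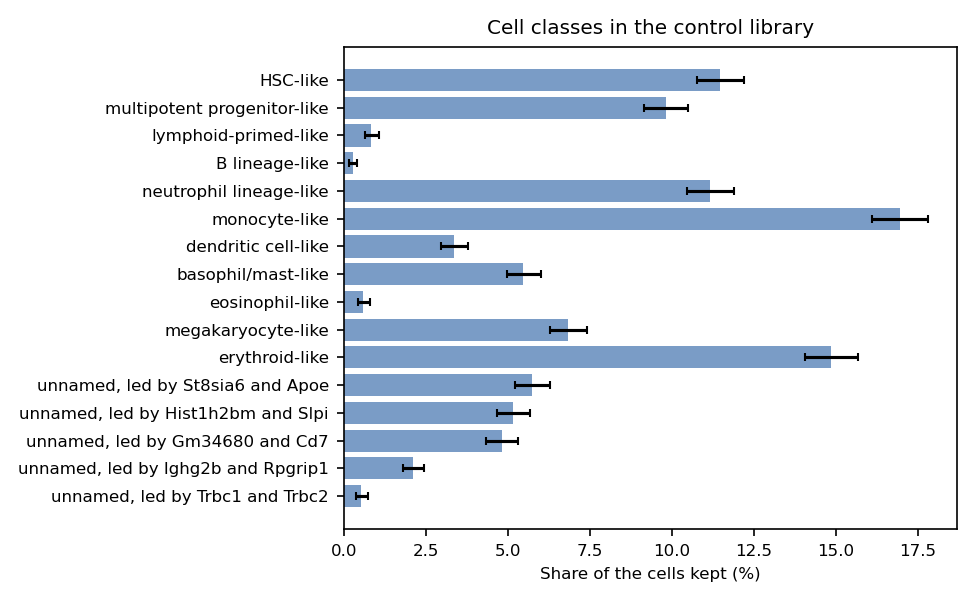
Bars give the share of the 7645 cells kept (x axis, percent) in each class or unnamed cluster (y axis), and lines give exact 95% binomial intervals for counting error. In this clustering, monocyte-like cells (16.9%) and erythroid-like cells (14.9%) were the most numerous named classes, whereas in 4 of the 10 other clusterings neutrophil lineage-like cells were.

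Depth differed between classes. Erythroid-like cells had a median of 33454 UMIs (quartiles 26787 and 39899.5) and 5248 genes, whereas HSC-like cells had 8717 UMIs (quartiles 7455 and 11133) and 3011 genes. After each cell was thinned to 5000 UMIs the order turned: HSC-like cells had a median of 2071 genes (interval 2061 to 2077) and erythroid-like cells 1924 (interval 1918 to 1929). Neutrophil lineage-like cells had a median of 1761 genes after thinning (interval 1751 to 1770). Thinning left out 18 HSC-like cells, 2 erythroid-like cells and 0 neutrophil lineage-like cells.

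The study asked how Il7r and Dntt, genes needed for antigen receptor rearrangement in lymphocytes, are expressed in lymphoid-primed progenitors. In the annotation, Dntt (ENSMUSG00000025014) lies on chromosome 19, 41029275 to 41059525 on the plus strand, and Il7r (ENSMUSG00000003882) on chromosome 15, 9505788 to 9530176 on the minus strand, both in the GRCm38 build. Neither gene overlaps another annotated gene on its strand. The class that took the lymphoid-primed-like name did so by Rag1 and Ly6d of its marker list, but the B-lineage genes Ebf1, Vpreb3 and Vpreb2 were also among its 10 leading genes, and 25 of all 34 Pax5 UMIs lay in it. Its levels are therefore those of a cluster with B-lineage genes, and are not set against the lymphoid-primed progenitors of the study. Flt3 and Satb1 of the same marker list were among the leading genes of the multipotent progenitor-like class. Dntt stood at 2708 CPM (interval 2592 to 2828) in the lymphoid-primed-like class, 155-fold over all other cells (interval 146 to 165). It stood at 135.5 CPM (interval 129 to 142) in multipotent progenitor-like cells, at 62.4 CPM (interval 56.7 to 68.5) in the unnamed cluster led by Gm34680 and Cd7, and at 0.578 CPM (interval 0.188 to 1.35) in HSC-like cells. It was at 162 CPM (interval 125 to 206) in the B lineage-like class, where all 65 UMIs lay in 1 of 21 cells, and at 129 CPM (interval 83.2 to 190) in the 41 cells led by Trbc1 and Trbc2, where 3 cells had a UMI. Il7r stood at 272.8 CPM (interval 237 to 313) in the lymphoid-primed-like class, 102-fold over all other cells (interval 85.6 to 121), and at 2.32 CPM (interval 1.55 to 3.33) in multipotent progenitor-like cells. Its highest level was in the 41 cells led by Trbc1 and Trbc2, at 1096 CPM (interval 954 to 1253).

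The shares of cells with a UMI went the same way. After thinning, 98.4% of the 64 lymphoid-primed-like cells had a Dntt UMI (interval 91.6 to 99.96), and 54.7% an Il7r UMI (interval 41.7 to 67.2), while without thinning these were 98.4% and 73.4%. Erythroid-like cells, which should lack both genes, had a thinned share of 0.176% for Dntt and 0.0882% for Il7r, and an unthinned share of 1.5% and 0.352%. The median depth was 11110 UMIs in the lymphoid-primed-like class and 33454 in the erythroid-like class. In multipotent progenitor-like cells the thinned Dntt share was 18.6% (interval 15.8 to 21.6) and the unthinned one 27.2%.

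The size of these folds rests on where the clustering drew the class. Dntt, Il7r and the other reported genes were left out of the principal components, but genes that vary with them were not. The fold of Dntt was 52.1 at Louvain resolution 0.4 and 3.30 when only the mitochondrial share was regressed out. The 64 cells themselves stayed together: in 9 of the 10 other clusterings all of those present fell into a single cluster, and in the remaining one 63 did. The size of that cluster ranged from 65 to 1192 cells. With random seed 2 it held 949 cells and was named multipotent progenitor-like.

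**Figure D2:**
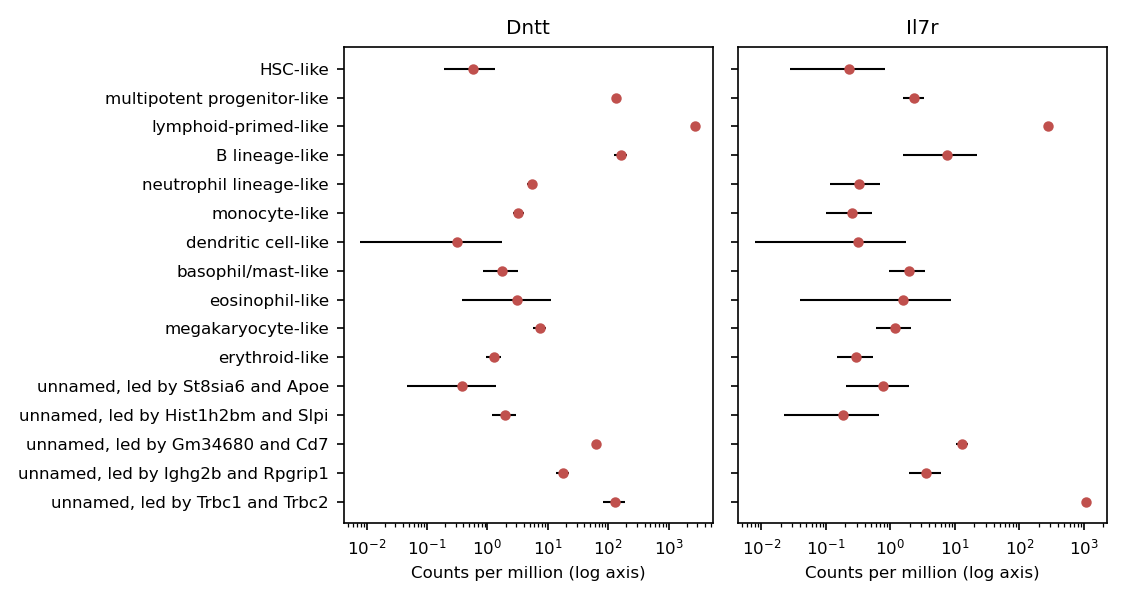
Points give Dntt (left) and Il7r (right) in CPM on a log axis for each class or unnamed cluster (y axis), and lines give exact 95% Poisson intervals. Dntt was at 2708 CPM in the lymphoid-primed-like class, which also carried B-lineage genes, and Il7r was at 1096 CPM in the cells led by Trbc1 and Trbc2.

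Brd9 is the gene that the study deletes, and its level across lineages was a question of the study. Brd9 (ENSMUSG00000057649) lies on chromosome 13, 73937811 to 73960895 on the plus strand, and is annotated as protein-coding. Over all cells kept it had 4598 UMIs, or 30.3 CPM (interval 29.4 to 31.2). It stood at 47.6 CPM (interval 40.4 to 55.8) in dendritic cell-like cells, 45.0 CPM (interval 31.2 to 62.9, from 34 UMIs) in lymphoid-primed-like cells, 43.9 CPM (interval 29.2 to 63.5, from 28 UMIs) in eosinophil-like cells, 39.9 CPM (interval 35.4 to 44.9) in the cluster led by Gm34680 and Cd7, 37.0 CPM (interval 34.8 to 39.4) in monocyte-like cells and 29.3 CPM (interval 25.8 to 33.2) in HSC-like cells. It stood at 26.3 CPM (interval 24.1 to 28.8) in neutrophil lineage-like cells, 24.0 CPM (interval 22.4 to 25.6) in erythroid-like cells, 22.3 CPM (interval 17.7 to 27.8) in the cluster led by Ighg2b and Rpgrip1 and 19.9 CPM (interval 8.6 to 39.2) in B lineage-like cells. Against neutrophil lineage-like cells, the ratio was 1.81 (interval 1.5 to 2.17) in dendritic cell-like cells, 1.71 (interval 1.17 to 2.42) in lymphoid-primed-like cells, 1.67 (interval 1.1 to 2.44) in eosinophil-like cells, 1.41 (interval 1.26 to 1.57) in monocyte-like cells and 0.910 (interval 0.815 to 1.02) in erythroid-like cells, so the last difference was within counting error. That ratio was below 1 beyond counting error under other settings, for example at 0.845 (interval 0.763 to 0.935) under the stricter filter. The B lineage-like class had 8 Brd9 UMIs, and its ratio of 0.756 (interval 0.325 to 1.5) was not detectable as a difference at this depth. Its 10 leading genes were immunoglobulin genes, Jchain and Mzb1, with 1 marker of its list among them. This class is therefore not set against the B-cell fractions that the study sorted. In HSC-like cells the ratio was 1.11 (interval 0.954 to 1.3) and in megakaryocyte-like cells 1.12 (interval 0.961 to 1.3), both within counting error. It was 1.16 (interval 1.01 to 1.33) in multipotent progenitor-like and 1.29 (interval 1.09 to 1.53) in basophil or mast cell-like cells. Ratios above 1 over neutrophil lineage-like cells were common, with a median over genes of 1.54 for HSC-like cells. The 4 clusterings without a lymphoid-primed-like class gave no Brd9 ratio for it. Against all other cells, the Brd9 ratio was 0.854 (interval 0.776 to 0.938) in neutrophil lineage-like cells, so that reference class was itself low. Against all other cells it was 0.742 (interval 0.689 to 0.798) in erythroid-like cells, below 1 beyond counting error. It was 1.49 (interval 1.03 to 2.09) in lymphoid-primed-like cells. In eosinophil-like cells it was 1.45 (interval 0.965 to 2.10), within counting error.

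**Figure D3:**
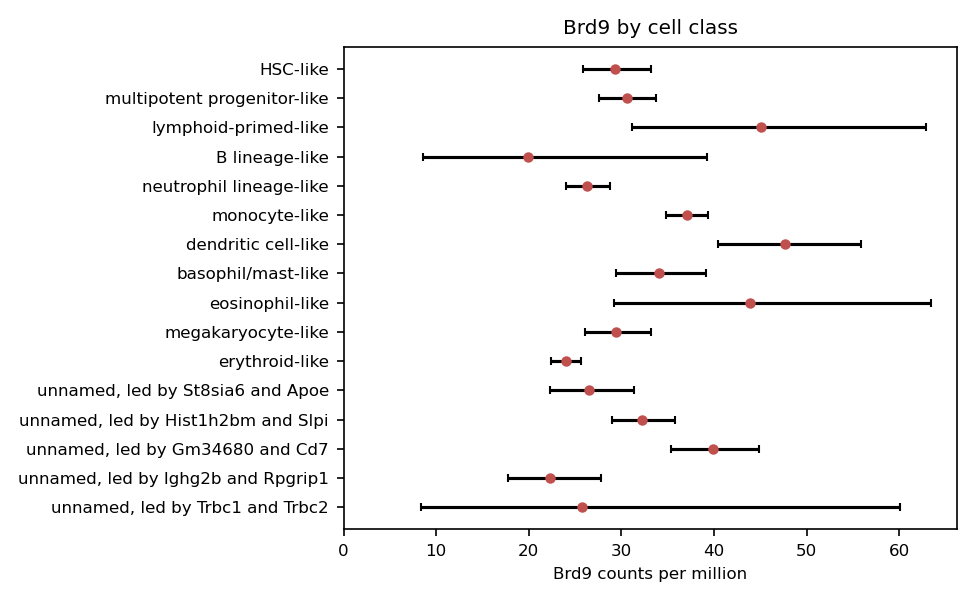
Points give Brd9 in CPM (x axis) for each class or unnamed cluster (y axis), and lines give exact 95% Poisson intervals. Dendritic cell-like cells were at 47.6 CPM and erythroid-like cells at 24.0 CPM.

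Genes of the SWI/SNF remodelling complexes, CTCF and cohesin were then compared between classes. In the annotation, 7 of the 35 reported genes, Smarca4 among them, overlap another gene on the same strand, so their counts are less certain. Ctcf (ENSMUSG00000005698, chromosome 8, 105636568 to 105682922, plus strand) was at 134.2 CPM (interval 127 to 142) in HSC-like cells and 123.6 CPM (interval 119 to 129) in neutrophil lineage-like cells, a ratio of 1.09 (interval 1.01 to 1.17). It was at 185.4 CPM (interval 156 to 219) in lymphoid-primed-like cells and 174.3 CPM (interval 170 to 179) in erythroid-like cells. Over 11195 genes with at least 50 UMIs in both classes together, the median ratio of HSC-like over neutrophil lineage-like cells was 1.54 (quartiles 0.917 and 2.73), so a ratio above 1 was the usual case. Of the 9 SWI/SNF genes other than Brd9, 7 were above 1 beyond counting error, and Actl6a at 1.01 (interval 0.924 to 1.1) and Phf10 at 0.894 (interval 0.791 to 1.01) were not. The ratios ran up to 3.06 for Bicral, with a median of 1.79. Of the 5 cohesin genes, 4 were above 1 beyond counting error, from 1.43 for Stag2 to 1.99 for Stag1, and Smc3 was at 1.03 (interval 0.961 to 1.10). These tallies were the same with doublet calls removed and without mitochondrial, ribosomal protein and haemoglobin UMIs.

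Among the transcription factors, Cebpe was at 218.5 CPM (interval 212 to 225) in neutrophil lineage-like cells and at 0.578 CPM (interval 0.188 to 1.35) in HSC-like cells. Cebpa was at 52.4 CPM (interval 49.2 to 55.8) and 3.12 CPM (interval 2.06 to 4.54) in these classes, and at 237 CPM (interval 225 to 250) in basophil or mast cell-like cells. Ebf1 was at 311 CPM (interval 273 to 354) in lymphoid-primed-like cells and had 3 UMIs in neutrophil lineage-like cells. The Ebf1 ratio between these classes, 1942 (interval 656 to 9485), was 174 (interval 58.8 to 849) with doublet calls removed before clustering. Pax5 had 34 UMIs over all cells kept, of which 25 lay in the lymphoid-primed-like class. Spib had 69 UMIs, of which 44 lay in the cluster led by Gm34680 and Cd7, and 0 in the lymphoid-primed-like class, which allows up to 3.97 CPM. Spi1 was at 211 CPM (interval 204 to 218) in neutrophil lineage-like cells and 91.4 CPM (interval 71.1 to 116) in lymphoid-primed-like cells, but this direction turned when doublet calls were removed before clustering, with a ratio of 1.24. In that setting the name went to a cluster of 482 cells that held all 64 cells of the main class. None of the 64 was a doublet call. The changes in the Ebf1 and Spi1 ratios are therefore between different sets of cells, and are not an effect of doublets among the 64.

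Finally, each cell was given a cycle phase from its S and G2/M gene scores. After thinning, 88.9% of HSC-like cells (interval 86.6 to 90.9) scored as G1, 7.11% as S and 3.96% as G2/M. The G1 share was 60.3% (interval 56.7 to 63.8) in multipotent progenitor-like cells, 69.7% (interval 66.5 to 72.7) in neutrophil lineage-like cells, 81.3% (interval 69.5 to 89.9) in lymphoid-primed-like cells and 10.9% (interval 9.18 to 12.9) in erythroid-like cells. With doublet calls removed before clustering, the larger lymphoid-primed-like class had a G1 share of 36.5%. Without thinning, the G1 share was 87.9% in HSC-like cells, 54.3% in multipotent progenitor-like cells, 63.3% in neutrophil lineage-like cells, 76.6% in lymphoid-primed-like cells and 6.60% in erythroid-like cells. Thinning left out 18 HSC-like and 7 multipotent progenitor-like cells, 0 neutrophil lineage-like and lymphoid-primed-like cells, and 2 erythroid-like cells. The S minus G2/M score had been regressed out before clustering, which did not remove the difference between cycling and non-cycling cells.

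**Figure D4:**
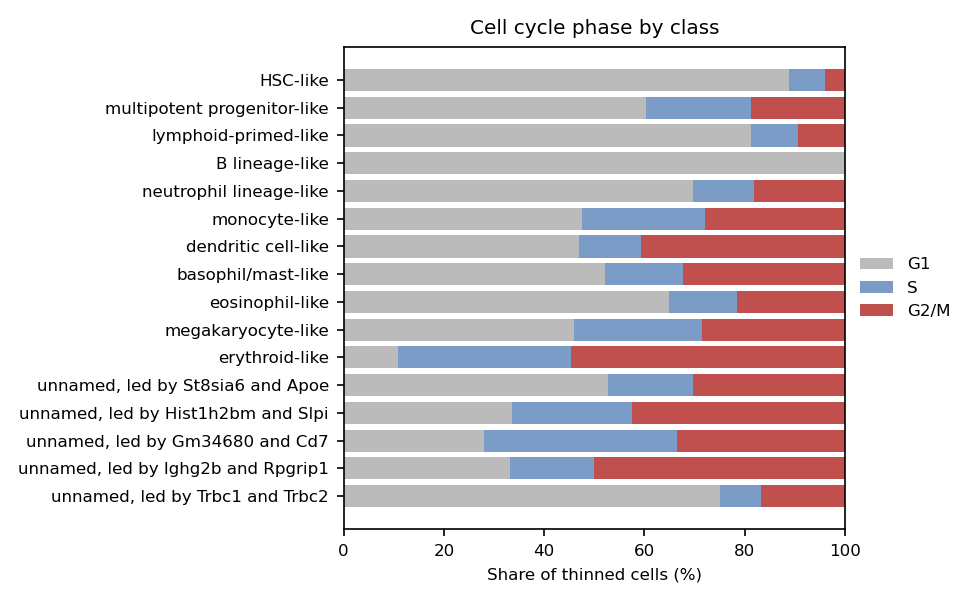
Stacked bars give the share of thinned cells (x axis, percent) scored as G1, S or G2/M in each class or unnamed cluster (y axis). The G1 part was 88.9% in HSC-like cells and 10.9% in erythroid-like cells, and the bar of the cells led by Trbc1 and Trbc2 rests on 12 cells.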

Values the study reported

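The study reported that about 8000 cells were retrieved for each sample, with 50,000 mean reads and 4000 median genes per cell. It stated a sequencing depth of about 448 M reads per sample. After its cell filter, 15,000 cells were retained over its samples.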

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

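The test on the share of barcodes with a high myeloid rate was chosen after the result had been seen, and the test on the pooled rate before.

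Barcodes removed by the upper limits of the cell filter enter no comparison of the results. Of the 213 barcodes at or above 50000 UMIs or 6500 genes, 128 (60.1%, interval 53.2 to 66.7) fell in erythroid-like clusters when all barcodes were clustered, whereas these clusters held 14.5% of all barcodes. The filter therefore removed erythroid-like cells more often than others from the top of the depth range. Doublets with a myeloid progenitor cell would carry myeloid progenitor transcripts (Mpo, Elane, Prtn3, Ms4a3 and Ctsg). Pooled over barcodes, these stood 2.97-fold higher per UMI above the limits than within them (interval 2.84 to 3.11), which is what such doublets predict. The excess came from few barcodes. The 10 barcodes with the most such UMIs held 68.5% of them, and 9 of the 128 (7.03%, interval 3.27 to 12.9) reached 1000 CPM, against 0.176% of erythroid-like barcodes within the limits. The median barcode had 133 CPM above the limits and 130.2 CPM within them. Doublets with a myeloid cell may therefore account for a few of these 128 barcodes, while most of the 128 stayed below 1000 CPM. The 128 were chosen by their erythroid-like cluster, and clustering can set barcodes with many myeloid transcripts apart beforehand. The low share was thus partly fixed in advance. The test decides nothing on the barcodes above the limits in other clusters. Doublets of 2 erythroid cells and large single cells stay open and were not tested. The design has 1 group, so no biological explanation was tested.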

How the results depend on the processing

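The values below come from alternatives that were all listed before the data were examined. The count of where the 64 lymphoid-primed-like cells fall was added after the instability had been seen. No paired analysis was possible because there is 1 library and no test.

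The erythroid-like share stayed within its main counting interval under all 10 other clusterings. The HSC-like share, 11.5% in the main setting, was 8.78% with 30 components, 8.48% with log-normalised counts and 9.15% under the stricter filter, and stayed within its interval under the remaining clusterings. The multipotent progenitor-like share, 9.81% in the main setting, was 11.8% with 30 components, 8.88% with all barcodes, 4.77% with log-normalised counts, 12.4% with random seed 2, 9.12% with the reported genes kept in the components and 11.8% under the stricter filter. No cluster took the multipotent progenitor-like name at resolution 0.4 or with only the mitochondrial share regressed out. The monocyte-like share, 16.9% in the main setting, was 13.6% with 30 components, 21.4% at resolution 0.4, 10.2% at resolution 1.2, 9.86% with all barcodes, 21.2% with doublet calls removed, 10.2% with log-normalised counts, 19.6% with only the mitochondrial share regressed out and 18.0% under the stricter filter. The neutrophil lineage-like share, 11.2% in the main setting, was 14.8% with 30 components, 16.7% at resolution 1.2, 17.5% with all barcodes, 23.7% with log-normalised counts, 12.8% with only the mitochondrial share regressed out, 10.3% with random seed 2, 15.5% with the reported genes kept and 17.4% under the stricter filter. It was the largest named class with 30 components, at resolution 1.2, with all barcodes and with log-normalised counts. The megakaryocyte-like share, 6.84% in the main setting, was 9.90% with 30 components, 12.5% at resolution 0.4, 6.09% with all barcodes, 8.02% with doublet calls removed, 13.7% with log-normalised counts and 9.10% with only the mitochondrial share regressed out. The basophil or mast cell-like share was 4.87% with all barcodes, and the dendritic cell-like share 4.24% with only the mitochondrial share regressed out. The causes of these moves were not tested.

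The lymphoid-primed-like class was the least stable. Its share, 0.837% in the main setting, was 15.6% at resolution 0.4, 5.70% with all barcodes, 6.53% with doublet calls removed, 6.62% with only the mitochondrial share regressed out and 6.70% with the reported genes kept in the components. No cluster met the naming rule with random seed 2, with 30 components, with log-normalised counts or under the stricter filter, so those settings gave no share, no Il7r or Dntt fold and no Brd9 ratio for it. The Dntt fold over all other cells, 155 in the main setting, was 52.1 at resolution 0.4, 42.4 with all barcodes, 44.5 with doublet calls removed, 132 as a mean over cells, 3.30 with only the mitochondrial share regressed out and 52.0 with the reported genes kept. The Il7r fold, 102 in the main setting, was 7.10, 18.2, 18.2, 35.1, 2.26 and 17.3 under the same alternatives in that order. All of these folds stayed above 1, and why the mean over cells gave lower folds was not tested. The larger classes took in other cells: the 64 cells lay in a cluster of 1192 cells at resolution 0.4, of 503 with all barcodes, of 482 with doublet calls removed and of 512 with the reported genes kept. With only the mitochondrial share regressed out, 63 of them lay in an unnamed cluster of 660 cells, outside the cluster that took the name. Under random seed 2 they lay in a multipotent progenitor-like cluster of 949 cells.

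The cells kept fell from 7645 to 6806 under the stricter filter, which removes cells by construction. The share of cells with a Kit UMI was 61.5% over all barcodes. Median genes per cell after thinning to 3000 UMIs were 1419.5 in HSC-like, 1357 in erythroid-like and 1245 in neutrophil lineage-like cells, lower by construction, and the order of these classes held. The G1 share of HSC-like cells was 91.3% with doublet calls removed, and that of erythroid-like cells was 6.60% without thinning and 14.3% after thinning to 3000 UMIs. That of multipotent progenitor-like cells was 54.3% without thinning and 56.6% with doublet calls removed, that of neutrophil lineage-like cells 63.3% without thinning, and that of the larger lymphoid-primed-like class 36.5% with doublet calls removed. The larger lymphoid-primed-like class was a cluster of 482 cells that held the 64 cells and others, so its G1 share is not of the same cells. The causes of the other moves in the Kit and G1 shares were not tested. The Cebpa ratio of HSC-like over neutrophil lineage-like cells, 0.0595 in the main setting, was 0.0322 with doublet calls removed, and the cause was not tested. The ratio of Spi1 between lymphoid-primed-like and neutrophil lineage-like cells changed direction, from 0.433 to 1.24, with doublet calls removed, where the class took in further cells. Of the other values that answer no comparison on their own, 8 moved beyond the main counting interval and 75 did not.

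The depth limits the Brd9 ratio of the lymphoid-primed-like class, which rests on 34 UMIs. Its counting interval was 1.17 to 2.42, and across the 8 alternatives that gave it a value the ratio lay between 1.32 and 1.73. These values are not of the same cells. The class was 1192 cells at resolution 0.4, where the ratio was 1.32. With only the mitochondrial share regressed out, at 1.38, 63 of the 64 cells lay outside it. The range therefore does not show that the ratio of the 64 cells is stable. The ratio of erythroid-like over neutrophil lineage-like cells lay between 0.832 and 0.919 across 12 alternatives, some of them below 1 beyond counting error.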

Other observations

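In this part, the tests on the ribosomal, mitochondrial and haemoglobin share and on misplaced lymphoid-primed cells were set before their results had been seen. The tests on free RNA, on doublets in the mixed cluster, on whole cells and on interferon genes were chosen after. For misplaced cells, the test on Ebf1 and Pax5 was also chosen after. The design has 1 group, so no biological explanation was tested for any pattern below.

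The unnamed cluster of 161 cells led by Ighg2b and Rpgrip1 had transcripts of several lineages. Of its cells, 31.1% were doublet calls, against 3.51% of all cells kept. An erythroid list (Car1, Blvrb, Klf1, Ermap and Car2) stood at 4328 CPM there (interval 4261 to 4396), against 125 CPM in neutrophil lineage-like cells, and at 97.5 against 2.75 UMIs per cell, which argues against free RNA as the cause. The myeloid progenitor list (Mpo, Elane, Prtn3, Ms4a3 and Ctsg) stood at 12729.5 CPM, against 291 CPM in erythroid-like cells, or 287 against 9.52 UMIs per cell. Of the single genes, Car1 was at 1630.01 CPM in this cluster, 2962 CPM in erythroid-like and 30.4 CPM in neutrophil lineage-like cells, and Prtn3 was at 3683 CPM, 78.5 CPM and 11015 CPM in the same order. At least 5 UMIs of both lists were found in 88.2% of its cells, in 45.4% of erythroid-like and in 12.4% of neutrophil lineage-like cells. HSC-like cells reached 62.6%, with 9.26 UMIs of the myeloid list per cell, or 937 CPM. Whether these UMIs were free RNA or transcripts of the cells themselves was not tested. Lymphoid-primed-like cells reached 3.13%. As HSC-like and erythroid-like cells also passed this cut often, these shares decide nothing. Above the 99th percentile of the class that should lack each list (140.3 myeloid UMIs per cell in erythroid-like and 13.5 erythroid UMIs per cell in neutrophil lineage-like cells), 60.2% of the cluster's cells had both lists (interval 52.2 to 67.9). The erythroid-like and neutrophil lineage-like classes set these percentiles, which holds their own shares near 1%, so they are no contrast. Of the named classes that did not set them, monocyte-like cells had a share of 3.01% (interval 2.15 to 4.09), HSC-like cells 0.457% (interval 0.125 to 1.16) and eosinophil-like cells the highest, at 4.35% (interval 0.531 to 14.8). When all barcodes were clustered, 23.0% of the 270 barcodes of the matching cluster (interval 18.1 to 28.4) reached the sum of the lower UMI quartiles of the erythroid-like and neutrophil lineage-like classes, which argues against pairs of whole cells with the RNA content of those classes for most of them. Doublets with cells of lower RNA content are a candidate explanation, since they would put both lists into 1 barcode above the level of free RNA. Single cells of mixed state would do the same, and stay open.

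The 59 cells with a Dntt UMI in the unnamed cluster led by Gm34680, Cd7 and Ly6d raise the question of their source. Dntt stood at 62.4 CPM there, against 5.55 CPM in neutrophil lineage-like and 1.27 CPM in erythroid-like cells, and at 1.19 UMIs per cell against 0.122 and 0.0414, beyond the counting intervals, so free RNA is argued against. Cells of the lymphoid-primed-like class placed in the wrong cluster would bring their other transcripts too. In the proportion to Dntt seen in that class, the 438 Dntt UMIs of the cluster would come with 55.7 Ebf1 and Pax5 UMIs, and the cluster had 1 (interval 0.0253 to 5.57), which argues against such cells as the source of most of these UMIs. By the same proportion, Rag1 had 2 UMIs where 25.3 would come, Vpreb3 10 where 30.4 would come and Il7r 91 where 44.1 would come, so Il7r went the other way. The cluster had 44 Spib UMIs, against 0 in that class. A smaller part of the Dntt UMIs from such cells stays open. The test set before decided nothing: the leading genes of the cluster stood at 3178 CPM in its cells with a Dntt UMI and at 2531 CPM in its cells without, but the lymphoid-primed-like class itself carried them at 2154.5 CPM. Dntt expression in the cells of the cluster stays open as a hypothesis.

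The higher Brd9 level in lymphoid-primed-like than in neutrophil lineage-like cells could come from a different share of ribosomal, mitochondrial and haemoglobin UMIs. Without those UMIs the ratio was 1.73 (interval 1.19 to 2.45), which argues against that share as the whole cause. Ratios above 1 over neutrophil lineage-like cells were common, with a median over genes of 1.54 (quartiles 0.917 and 2.73) for HSC-like cells. That median was not computed for lymphoid-primed-like cells, so how usual their Brd9 ratio is was not settled. A lineage difference stays open as a hypothesis, in 1 library and 34 UMIs, and no replicate bears on it.

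The 41 cells led by Trbc1 and Trbc2 had a median of 3368 UMIs, and 11 of them had a Kit UMI. Kit stood at 129 CPM there (interval 83.2 to 190), against 14.2 CPM in the lowest cluster, and at 0.61 UMIs per cell (interval 0.395 to 0.9) against 0.301 (interval 0.247 to 0.363). Free RNA would bring the abundant myeloid progenitor transcripts too, and these set a Kit level of 2.76 CPM in these cells, so free RNA is argued against. The highest marker score of these cells, 3.80 with 7 markers raised, was for T, NK or innate lymphoid cells. The name was withheld because the 10 leading genes held 1 marker of this class and 1 of another. A redraw of the counts gave them a T or NK cell-like name, so their identity stays open. Whether their low depth played a part was not tested.

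A list of 7 interferon response genes (Isg15, Ifit1, Ifit3, Irf7, Usp18, Oasl2 and Rsad2), chosen after the data had been seen, had 4163 UMIs in the cells kept. The 76 cells with the most of them held 22.9% of these UMIs, against 6.66% on average in 100 random draws that spread the UMIs by depth (from 6.27 to 7.13), which argues against free RNA. The list stood at 127.5 CPM (interval 120 to 135) in HSC-like cells, the highest of the named classes, and at 10.6 CPM in neutrophil lineage-like cells, or 1.26 against 0.232 UMIs per cell. An effect of the interferon-inducing injection stays open, since no library of untreated mice was analysed here. The study's methods place the sampling of the single-cell libraries weeks after the deletion step, and not shortly after the injection.

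Over all barcodes, the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d had 7080, 8766, 2531 and 2160 UMIs, and Xist had 41.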
